A study of Mus musculus with 14 samples. Its data were reported in "Increased Frequency of Copy Number Variations Revealed by Array Comparative Genomic Hybridization in the Offspring of Male Mice Exposed to Low Dose-Rate Ionizing Radiation" (2021).

How the data were processed

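Genomic DNA from the tails of 7 mice of 1 non-irradiated family (a sire, a dam and 5 offspring) was labelled with Cy3 or Cy5 and hybridized to a custom 2-colour array together with DNA of 1 reference male. Every mouse was measured on 2 arrays with the dyes swapped. Per the file headers, the scans were read with Agilent Feature Extraction 10.7.1.1 and probe positions are on mm9. The processed signals deposited by the authors are intensity values of each channel, background-subtracted, spatially detrended and normalized between the dyes by a linear factor. The log ratio in the same deposited files is the log10 of Cy5 over Cy3. Median spot and local background intensity were also deposited, and were used here only for normexp and for signal over background.

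A table of the whole series, also deposited, holds log2 ratios by the authors. Each of its 14 columns equalled the log ratio of that array's scanner file, turned to reference over mouse in both dye orientations and converted from log10, within 0.001 for 100% of 964482 spots. The scale and direction of this table are thereby settled, and it was not centred again: its column medians were -0.0005 and -0.0131 for the sire, 0.0039 and 0.0002 for the dam, -0.0009 and -0.0051 for offspring 1, 0.007 and -0.0068 for offspring 2, -0.0034 and -0.0011 for offspring 3, 0.0004 and -0.0069 for offspring 4, and -0.0005 and -0.0039 for offspring 5. In this text the direction is the opposite, mouse over reference, which the dyes in the labels give.

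Of 973116 spots, 966371 were not controls and held 950749 distinct probes, of which 950622 were autosomal, 68 on X and 23 on Y. A further 36 had no position and were left out. The log2 ratio of the processed signals was taken, spots flagged as outliers were removed, spots of 1 probe were averaged, and each array was centred on its autosomal median, with no loess or quantile step. Saturated spots would have been kept. A probe was called bright, or well above background on all arrays, when both channels of all 14 arrays passed the scanner's test, which held for 874222 autosomal probes.

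A probe was positive in a mouse when its log2 ratio exceeded 0.8 in size with the same sign on both arrays, or when it and an adjacent probe exceeded 0.5 with the same sign on both. This is the rule the study's methods state, with the sign added. Runs of positive probes of 1 sign were regions, Type S with 1 probe and Type L with 2 or more. Type L regions positive in at least 2 mice and within 500000 bp of each other were joined into a locus. Offspring-only candidates had no probe positive with that sign in either parent. For direct differences the same limits were applied to offspring minus sire and offspring minus dam. Differences between mice at a locus were tested against 10000 random runs of as many autosomal probes (two-sided permutation test, Benjamini-Hochberg over all loci and pairs). Overlap between mice was set against 100 circular shifts of the probe order. Correlations between arrays of different mice used every 10th autosomal probe.

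The offspring were compared with the reference and with the mid-parent level by limma 3.58.1 in R 4.3.3 (lmFit and eBayes) on the mean of the dye-swap arrays of each mouse, with groups for sire, dam and offspring and Benjamini-Hochberg adjustment over 950192 autosomal probes. Other steps used Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9. Mice rather than arrays were the unit, since the arrays of a mouse hold the same DNA. The offspring came from 1 litter or family, so p-values describe these mice only.

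Each slide held 1 array. The scans fell on 4 days, with the parents on 1 day and the offspring on 3, so scan day was tried as a random block. Signal over background is given per dye in place of a read depth.

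The procedures were tested on simulated data. Steps of the full size, -1 (log2) for a 1-copy loss and 0.585 for a 1-copy gain, were added to the offspring's measured ratios, 1000 for each length. A step counted as found when at least 1 of its probes passed. Raised X medians were only 0.89 to 0.93, and the sire's noisier arrays were left out, so the shares found may be too high. A 1-copy loss was found in 71.6% of cases with 1 probe and 97.5% with 2 probes, and a 1-copy gain in 0.5% with 1 probe, 14.0% with 2 and 70.4% with 10. In simulated groups of the same sizes with 50000 probes, limma called 99.5% of 200 probes changed by 1 (log2) for offspring against the reference and 91% for offspring against mid-parent. With nothing changed and parents of 2 times the spread, an assumed value, it called 535 probes. With the measured spread of the parents, a simulation added after the results were seen, it called 0 of 950192.

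The regions named in the text were set by a rule: all offspring-only Type L regions, summarised by locus, the 10 largest offspring-only Type S regions per direction, up to 20 Type L regions positive in at least 2 mice with the most probes, and the 10 probes with the lowest p per direction against mid-parent. The groups, tests, this rule and 45 alternatives were fixed before the data were examined, and 13 kinds of alternative were added later. The alternatives concerned background correction (normexp with offset 50), the source of the ratio, centring, a wave correction, dim probes, thresholds (1.0 and 0.7, or 0.6 and 0.4), the use of the dye swap, the exclusion of parental regions and leaving out each offspring. Normexp was run on median spot signals.

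The planned test of gene lists was not run, since gene annotation on mm9 was not used here and coordinates were not converted between builds. The irradiated families of the study, its second array screening and its qPCR were not analysed here.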

Results

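Tail DNA from 1 mouse family was examined by array comparative genomic hybridization (array CGH), which compares the copy number of a test DNA with that of a reference DNA at each probe. The family held a sire, a dam and 5 offspring of the strain C57BL/6J/Nrs (C57BL/6 in the labels) and belonged to the non-irradiated group, at a dose of 0 Gy. Each of the 7 mice was hybridized on 2 arrays, with the dyes swapped, against the DNA of 1 reference male, which gave 14 arrays. The pair of dye-swap arrays counted as 1 replicate, so that each mouse is a single sample and values of single mice have no replicate error. The array carried 950622 autosomal probes with a median spacing of 2053 bp, 68 X probes and 23 Y probes, on the genome build mm9. All log2 ratios are given as mouse over reference, and the number of arrays limits the precision.

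The spread of the log2 ratio between neighbouring probes ranged from 0.169 to 0.251 over the 14 arrays. The median signal was 4.81 to 7.12 times the background for Cy3 and 3.69 to 6.44 times for Cy5. The sire's arrays were the noisiest, with spreads of 0.238 and 0.251, and had 94.6% and 94.3% of the probes well above background. The arrays of offspring 3 had 99.3% and 99.2%. No spot was saturated. Over autosomal probes the dye-swap arrays of a mouse, both turned to mouse over reference, correlated negatively, with r from -0.487 to -0.304. Arrays of different mice with the same dye had r from 0.285 to 0.462 in 42 pairs. These correlations are across probes, which are not independent replicates.

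Sex-linked probes gave a check of the labels. The median X log2 ratio was -0.01 in the sire and 0.89 in the dam, and the median Y log2 ratio was -0.03 and -1.78. Among the offspring the X median was 0.00 in offspring 1, 0.01 in offspring 2, 0.92 in offspring 3, 0.93 in offspring 4 and 0.91 in offspring 5. The Y medians were 0.00, 0.01, -1.59, -1.65 and -1.54 in the same order. The sex of the offspring was not used as a group. In the dam, 7 of the 23 Y probes were not well above background on either array, and 5 to 7 were so in offspring 3, 4 and 5. The Y level depended on the probes kept. Over the 11 Y probes well above background on all arrays the median was -1.25 in the dam. It was -0.893, -1.036 and -0.835 in offspring 3, 4 and 5, and between -0.02 and 0.02 in the sire and offspring 1 and 2. This set leaves out Y probes that were close to background in the dam or in offspring 3, 4 or 5. Its smaller drop may therefore follow from the choice of probes. With normexp background correction the Y median of the dam was -0.61.

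**Figure D1:**
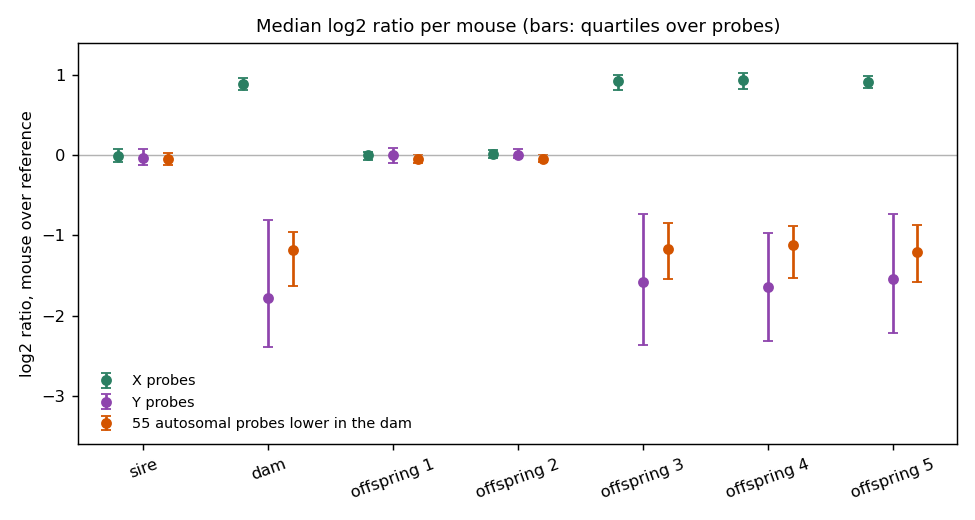
Median log2 ratio (mouse over reference, y axis) of 68 X, 23 Y and 55 autosomal probes, for each mouse (x axis). Bars give the quartiles over probes. The 55 autosomal probes were bright and were positive and lower in the dam and not in the sire. They lay outside the long shared gain and the long loss described below. The 55 probes were chosen after their values were seen, and their median was -1.18 in the dam and -0.04 in offspring 1.

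No gain or loss of a whole autosome was seen in any mouse. Of the 133 medians of 19 autosomes in 7 mice, the largest in size was 0.0071, for chromosome 4 of the sire. A 1-copy gain of a chromosome would give 0.585. Among the 5 offspring no autosome median stood apart from the others by Dixon's ratio.

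The first comparison asked which autosomal probes differed from the reference in each mouse, by the first-screening rule of the study. The sire had 409 positive probes, the dam 236, and offspring 1 to 5 had 101, 119, 160, 234 and 252. Lower ratios were more frequent, with 883 positive calls against 628 higher ones over the 7 mice. This was not so with probes well above background on all arrays (260 lower, 286 higher) or with normexp background correction (212 lower, 253 higher). In the main setting the gain on chromosome 4 described below held 60, 62, 69 and 71 higher calls in offspring 1 to 4. Of its 74 probes 68 were well above background on all arrays. That filter also needs the mouse's own signal to pass, which a loss lowers. The balance after filtering therefore does not set gains against losses in general. More probes exceeded the 0.8 limit with opposite signs on the dye-swap arrays, which follow the dye and not the mouse. There were 1831 of these in the sire and 629 in the dam, and 254, 240, 308, 762 and 938 in the offspring. With each probe's dye effect removed, a later choice, they fell to 747, 202, 148, 101, 136, 227 and 325, against 461, 277, 107, 138, 158, 252 and 303 positive probes in the same order, so that they were fewer than the positive ones in the dam and offspring 2, 3 and 4. The counts depended on dim probes: with probes well above background on all arrays, the total fell from 1511 to 546, and in the sire from 409 to 16. No p-value belongs to these counts.

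**Figure D2:**
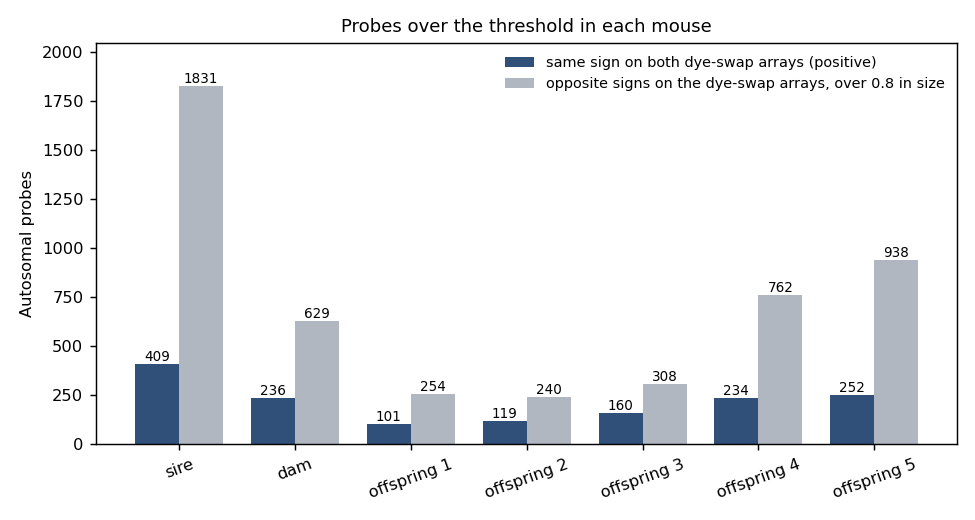
Autosomal probes per mouse (y axis) that were positive with the same sign on both dye-swap arrays (dark bars) or exceeded 0.8 in size with opposite signs (light bars). With the dye effect of the probes left in, the opposite-sign probes outnumbered the positive ones in each mouse, from 1831 against 409 in the sire to 240 against 119 in offspring 2.

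Positive probes of the family formed 965 regions, 944 of Type S (1 probe) and 21 of Type L (2 or more probes). Of the Type S regions 876 were positive in 1 mouse, whereas 14 of the Type L regions were positive in at least 2 mice. These 14 regions lay in 5 loci on chromosomes 3, 4, 14 and 15. No probe was positive in all 7 mice. Every pair of mice shared positive probes of the same sign, from 5 for sire and dam to 103 for offspring 3 and 4. The dam shared 9, 29, 44, 51 and 62 with offspring 1 to 5, and the sire 14, 10, 12, 11 and 6. Circular shifts of the probe order, 100 for each pair, gave at most 2 shared probes. Shared probes are not separate regions. The gain on chromosome 4 described below held 60, 62, 69 and 71 positive probes in offspring 1 to 4. Outside the chromosome 4 and 14 loci, 55 bright probes were lower in the dam and not in the sire. Of these, 51, 51 and 52 lay nearer the dam's level in offspring 3, 4 and 5, and 0 and 2 in offspring 1 and 2.

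The largest shared gain lay on chromosome 4 from 101110482 to 101270535 and covered 74 probes. It was present in the sire, with a mean log2 ratio of 0.54 ± 0.14 (SD over probes), and in the dam, with 0.56 ± 0.12. Offspring 5 was at the same level, with 0.54 ± 0.15. The gain was higher in offspring 1 (0.83 ± 0.20), offspring 2 (0.81 ± 0.22), offspring 3 (0.94 ± 0.14) and offspring 4 (0.92 ± 0.13). Both dye orientations gave these levels, for example 0.54 and 0.54 in the sire and 0.95 and 0.93 in offspring 3. In the 60 flanking probes the means lay between -0.01 and 0.03.

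Each of offspring 1 to 4 differed from each parent at this locus by more than any of 10000 random runs of 74 autosomal probes (two-sided permutation p = 0.0001, the smallest possible, adjusted p = 0.0002). Offspring 5 did not differ from the sire (p = 0.958 in the same permutation test) or the dam (p = 0.365), nor did sire and dam from each other (p = 0.541). The locus was built from probes positive by the rule. These numbered 60 to 71 in each of offspring 1 to 4, 13 in offspring 5, 10 in the sire and 8 in the dam. The random runs were not chosen in this way. For offspring 1 to 4 against the parents the test therefore partly restates the choice of the locus. The difference of offspring 1 from offspring 3 was -0.12 (permutation p = 0.0001). The levels also went by scan day, with the parents on scan 1, offspring 1 and 2 on scan 2, offspring 3 and 4 on scan 3 and offspring 5 on scan 4. No difference was found between offspring of the same day (permutation p = 0.546 for offspring 1 and 2 and 0.249 for offspring 3 and 4), and the tests take no account of the day. They measure the noise along the arrays and compare the DNA of single mice.

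**Figure D3:**
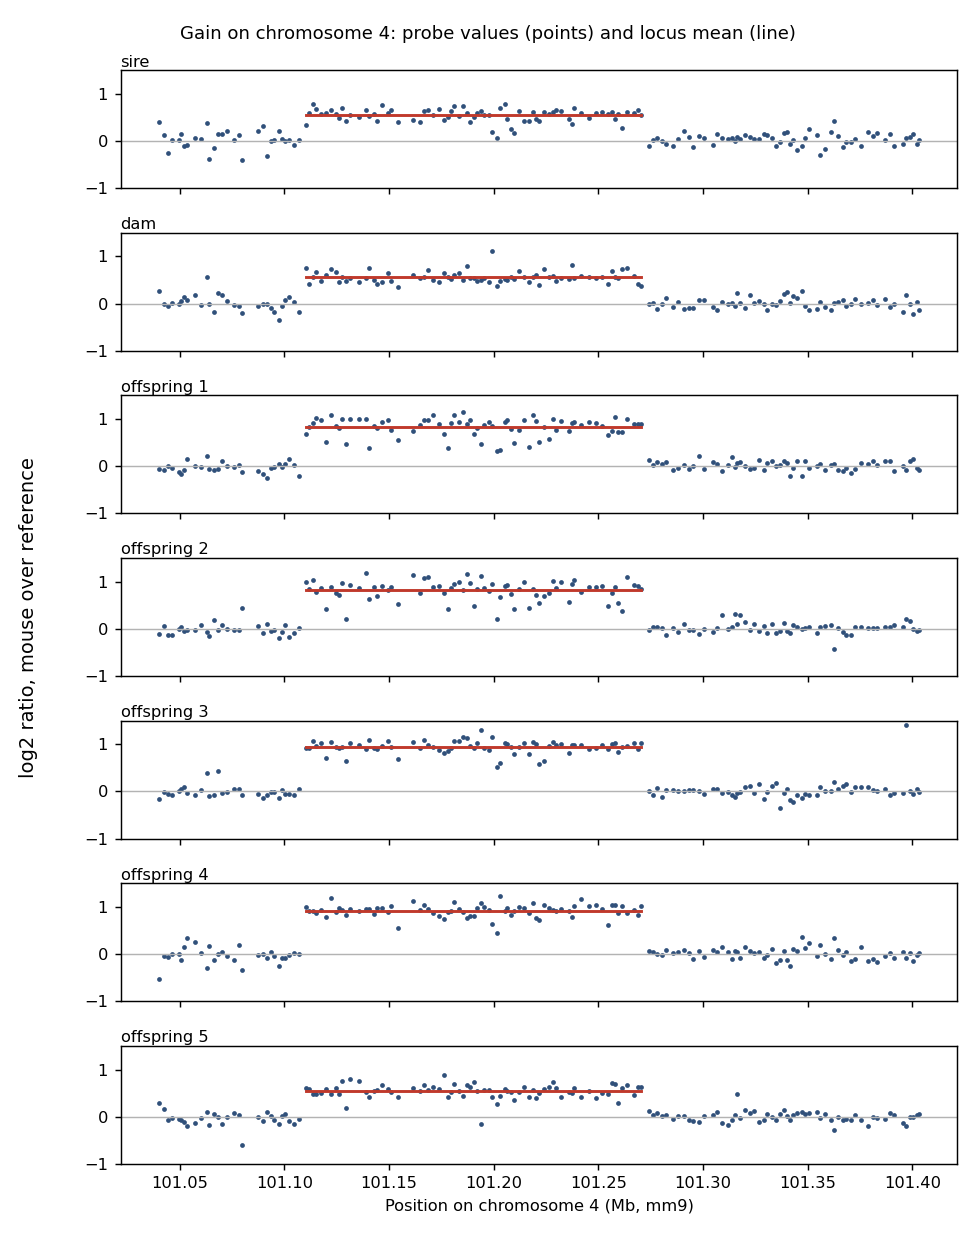
Log2 ratio (mouse over reference, y axis) of probes along chromosome 4 (x axis, Mb, mm9) for the 7 mice, with points for probes and a line for the mean over the 74 probes of the locus. The lines lie at 0.54 in the sire, 0.56 in the dam and 0.54 in offspring 5, and between 0.81 and 0.94 in offspring 1 to 4.

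On chromosome 14, from 53430657 to 54278038, a loss covered 84 probes, of which 68 were well above background on all arrays. The mean log2 ratio was -0.59 ± 0.42 (SD over probes) in the dam, -0.59 ± 0.39 in offspring 5 and -0.50 ± 0.34 in offspring 2. It was -0.28 ± 0.20 in the sire, -0.24 ± 0.15 in offspring 1, -0.23 ± 0.26 in offspring 3 and -0.27 ± 0.26 in offspring 4. All 7 mice lay below the reference (two-sided permutation p = 0.0001 against random runs, the smallest possible). The locus was built from probes that were lower by the rule in the dam, offspring 2 and offspring 5. For these mice the test therefore restates the choice of the locus. The dam did not differ from offspring 5 (permutation p = 0.849) and differed from offspring 2 (permutation p = 0.0002). The sire did not differ from offspring 1, 3 or 4 (permutation p = 0.206, 0.101 and 0.852). The 60 flanking probes had means from -0.17 to -0.08. In a scan with windows of 10 probes, chosen after the results were seen, the lower stretch ran from 53387255 to 54403611 (117 probes). Within the locus, the Type L region with the lowest value in the dam, from 54122647 to 54153854, had -1.44 in the dam, -1.14 in offspring 5 and -0.98 in offspring 2.

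**Figure D4:**
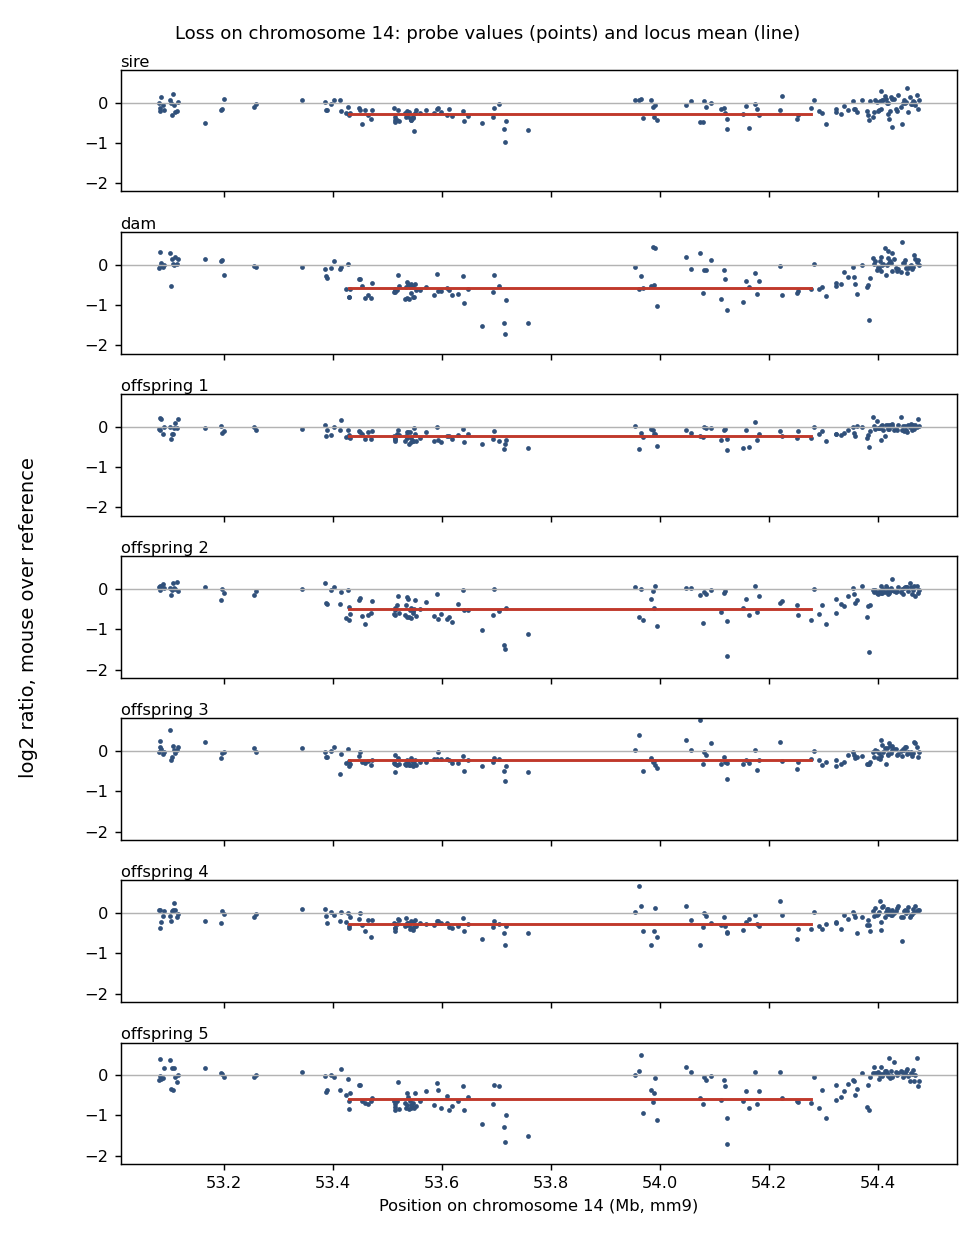
Log2 ratio (mouse over reference, y axis) of probes along chromosome 14 (x axis, Mb, mm9) for the 7 mice, with points for probes and a line for the mean over the 84 probes of the locus. The lines lie at -0.59 in the dam and offspring 5 and at -0.50 in offspring 2, and between -0.28 and -0.23 in the other mice.

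A shorter run of 4 lower probes lay on chromosome 3 from 25417435 to 25444229. Its mean log2 ratio was -1.46 in the dam, -1.44 in offspring 3, -1.40 in offspring 4 and -1.41 in offspring 5. It was 0.03 in the sire, 0.03 in offspring 1 and -0.02 in offspring 2. The mice with a low value were those with an X median of 0.89 or more, and these 4 probes are among the 55 autosomal probes plotted with the X and Y probes. The 3 probes on chromosome 15 from 8349297 to 8352703 were lower than the reference in all 7 mice, from -0.69 in offspring 5 to -0.45 in offspring 4, and 3 of the mice passed the rule. The fifth locus, on chromosome 4 from 51762565 to 51764355, had 2 probes, neither of them well above background on all arrays. It was at 0.87 in the dam and 0.58 in offspring 4. With normexp background correction the value of offspring 4 became -0.004.

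The family analysis asked which positive regions of the offspring were absent from both parents. It gave 23 Type L and 398 Type S candidates. Of the Type L candidates 17 lay within the gain on chromosome 4 and 4 within the loss on chromosome 14, where the parents also differed from the reference. At those on chromosome 4 the mean log2 ratio of either parent was 0.40 or more. The other 2 were in offspring 5. On chromosome 6 from 145960669 to 145964740 its mean was -0.74 over 2 probes, neither of them well above background on all arrays, against -0.16 in the sire and 0.59 in the dam. On chromosome 14 from 54323853 to 54332051, next to the locus above, it was -0.58 over 2 probes, against -0.25 in the sire and -0.47 in the dam. With both parents required to lie below 0.3 in size at each probe, no Type L candidate was left.

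Type S candidates numbered 36, 28, 54, 118 and 162 in offspring 1 to 5, and 256 of the 398 were losses. In offspring 1 to 5 these were 28, 13, 36, 79 and 100. The share of losses was 64.3%, against 69.2% of the Type S regions of the parents (Fisher's exact test, two-sided, p = 0.112). That test counts probes of a few mice as independent and pools unlike parents, with 301 of 393 lower in the sire and 104 of 192 in the dam. The largest gains included 2.70 on chromosome 13 at 94324799 and 2.44 on chromosome 9 at 70160889, both in offspring 2. These rested on the array with the mouse on Cy3, with 4.32 against 1.09 and 3.98 against 0.89 on the other array. Offspring 5 had 1.94 on chromosome 1 at 94720351, with 1.90 and 1.97 on its 2 arrays. The largest losses were -2.02 on chromosome 3 at 28756952 in offspring 5 and -2.02 on chromosome 3 at 103468787 in offspring 1. The 10 largest gains and 10 largest losses were all at probes that were not well above background on some array, as were all but 17 of the 398 candidates. Leaving out offspring 5 lowered the count to 236.

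The direct difference of each offspring from both parents, in which the reference cancels, gave 359 Type S regions and 1 Type L region. The Type L region lay on chromosome 7 from 128878290 to 128880731 in offspring 4, with -0.97, against 0.31 in the sire and 0.20 in the dam. Of its 2 probes 1 was well above background on all arrays. Of the 398 Type S candidates above, 66 also passed this direct rule. With probes well above background on all arrays, 6 Type S regions and no Type L region remained in the count, and with normexp background correction none.

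The offspring as a group were compared with the reference by limma. At an adjusted p of 0.05, 62 probes were higher and 12 lower among 950192 tested (limma, Benjamini-Hochberg). The limma fit of the 14 arrays with a dye term gave the opposite balance, 108 higher and 180 lower. The lower probes numbered 24 with normexp background correction and 21 with probes well above background on all arrays. Of the 74 probes called in the main setting, 56 lay at the gain on chromosome 4. Another 9, all lower, lay on chromosome 15 between 8331596 and 8379340. A further 3 lay on chromosome 12 between 56203504 and 56368986, where the mean of 27 probes was 0.29 in the sire, 0.29 in the dam and 0.24 to 0.30 in the offspring. At chromosome 15 the mean of the 5 offspring for the 9 probes ranged from -0.63 to -0.46, and the probe at 8351071 had -0.53 ± 0.04 (SD, n = 5, limma adjusted p = 0.0112). The reference was 1 DNA sample, and its own spread is left out. At a locus where all 7 mice lay at like levels, a change in the mice cannot be told apart from one in the reference. Without offspring 1 or offspring 3 no probe passed limma's adjusted threshold. At an unadjusted limma p under 0.05 there were 53471 (5.63%) and 52131 (5.49%). In the main limma fit with all 5 offspring 57150 (6.01%) were under that limit. In the simulation with all 5 offspring, 5.28% of the unchanged probes were under it. Past the adjusted threshold there were 7 without offspring 2, 1 without offspring 4 and 68 without offspring 5. Leaving out a mouse also removes a residual degree of freedom, and each offspring was at 0.54 to 0.94 at the gain on chromosome 4.

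The last comparison set the offspring against the mean of their parents. By limma 561 probes were higher and 65 lower than the mid-parent level at an adjusted p of 0.05. With normexp background correction these were 472 and 8, and with probes well above background on all arrays 428 and 13, so the lower count depended on the processing. In simulations with nothing changed and normal noise, 535 of 50000 probes passed with an assumed spread of 2 times in the parents. With the measured spread of each parent, in a simulation added after the results were seen, 0 of 950192 passed. The array spreads were 0.238 and 0.251 in the sire and 0.206 and 0.237 in the dam, against 0.169 to 0.230 in the offspring. Single far values in a parent were not simulated, and no change in the offspring is claimed from these counts. At the named probes with the lowest p, the offspring lay near the reference and a parent lay far from it. The lowest p belonged to a probe on chromosome 9 at 5632716, 1.57 ± 0.08 (SE) above mid-parent (limma adjusted p = 0.0202), with -1.31 in the sire, -1.46 in the dam and 0.05 to 0.30 in the offspring. On chromosome 4 at 125227910 the difference was 0.94 ± 0.06 (SE), with -0.20 in the sire, -1.56 in the dam and 0.03 to 0.08 in the offspring. Among the lower probes, that on chromosome 11 at 75443863 differed by -0.94 ± 0.07 (SE, limma adjusted p = 0.0282), with 0.49 in the sire and 1.14 in the dam. Sire and dam were single mice and were assumed to vary like the offspring. The parents alone were scanned on 1 day and the offspring on 3 others, so scan day cannot be told apart from parent against offspring. No probe passed when any of offspring 1 to 4 was left out, and 2 passed without offspring 5. None passed in a limma fit of the 14 arrays with a dye term (91159, or 9.59%, at an unadjusted p under 0.05). In the main limma fit of mouse means 84236 (8.87%) were under that limit. In the simulation of mouse means with nothing changed and the measured spread of the parents, 8.9% were under it.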

Values the study reported

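In the non-irradiated group, the study reported de novo deletions in 7.1% of the F1 mice (11 out of 156), after its second array screening and qPCR. It reported de novo Type L deletions in 5.1% of these mice (8 out of 156). In the irradiated group the share of F1 mice with de novo deletions was 20.4% (29 out of 142).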

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

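All alternatives for direct differences and loci, the removal of the probe dye effect, the limit on the parents' region mean, scan day as a random block, and leaving out probes that differ between dam and sire were chosen after the results were seen; the others were planned. Of the main values recomputed for the comparisons, 280 stayed within 1.5 times the count or within their spread, 69 moved further and 1 changed sign. Series matrix values and no centring moved none of these main values. Positive-probe counts by mouse and by sign were tallied apart: 44 stayed within 1.5 times and 55 moved further. The cause was not tested unless stated. The total of 1511 positive probes became 465 with normexp, 546 with bright probes, 606 and 4414 with stricter and looser thresholds, 10089 with the mean of the orientations and 6917 with the sign ignored; the share of higher calls was 41.6% in the main setting, 54.4% with normexp and 52.4% with bright probes. Offspring-only Type S candidates numbered 27 with normexp, 17 with bright probes, 127 and 1582 with the thresholds, 4125 with the mean of the orientations, 2416 with the sign ignored, 88 with both parents under 0.3 at each probe, 199 with the parents' region mean under 0.3, and 236 to 370 with each offspring left out, which has fewer mice. Type L candidates numbered 36 with normexp, 42 with the wave correction, 46 with stricter thresholds, 69 with the mean of the orientations, 117 with the sign ignored, 0 and 1 with the 2 parental limits, and 1 by direct differences. Direct Type S and Type L differences were 0 and 0 with normexp, 6 and 0 with bright probes, 119 and 0 with stricter and 1349 and 7 with looser thresholds, and 234 to 319 and 0 to 1 with each offspring left out.

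By limma, lower probes against the reference became 24 with normexp and 21 with bright probes, and against mid-parent 8 and 13. The fit of 14 arrays gave 108 higher and 180 lower against the reference, and 0 and 0 against mid-parent. There 91159 (9.59%) were at an unadjusted limma p under 0.05. With each offspring left out, higher and lower calls ranged from 0 to 59 and 0 to 9 against the reference, and from 0 to 2 and 0 to 0 against mid-parent. Against mid-parent 75710 to 87154 (7.97% to 9.17%) were at an unadjusted limma p under 0.05. The main limma fit with all 5 offspring gave 8.87%, and the simulation with nothing changed and the parents' measured spread gave 8.9%. With scan day as a block the mid-parent calls were 581 and 68, which does not separate scan day from parent against offspring, since parents and offspring shared no day. Without probes that differ between dam and sire they were 554 and 63. The Y median of offspring 2 was 0.15 with the mouse on Cy3 only. With normexp the X medians were 0.70 in the dam, 0.71 in offspring 4 and 0.69 in offspring 5, and the Y median of the dam was -0.61. The largest chromosome median was 0.0136 and 0.0123 with the mouse on Cy3 and Cy5 only. With normexp the 2-probe locus on chromosome 4 was -0.063 in offspring 2 and changed sign in offspring 4, to -0.004, and the chromosome 15 locus was -0.47 in the dam, -0.44 in offspring 1 and -0.49 in offspring 3. No paired analysis was possible because the groups compared share fewer than 2 replicate numbers. The alternatives to the gene list test were not run. Signal over background, lowest at 3.69 for the reference DNA on Cy5 on an array of the sire, limits the count of single dim probes.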

Other observations

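All tests of explanations in this part, the scan with windows of 10 probes and the choice of regions named here were made after the results were seen. The scan, which asked for windows past 8 robust SD, found 20 loci, 10 of them in at least 2 mice. On chromosome 8 from 102129465 to 102253497 the mean of 44 probes was 0.25 in the dam, 0.27, 0.24 and 0.26 in offspring 3, 4 and 5, -0.05 in the sire, 0.00 in offspring 1 and -0.03 in offspring 2. The mice with the higher means were those with an X median of 0.89 or more, and an inherited autosomal gain was not tested. On chromosome 12 from 56203504 to 56368986 all 7 mice lay between 0.24 and 0.30. Several loci seen in offspring alone rested on a single extreme probe, such as that of offspring 2 on chromosome 13 from 94304148 to 94352336, with a mean of 0.17 and an SD over probes of 0.66. So did some loci shared by the dam and offspring, such as that on chromosome 6 from 104219443 to 104261643. There the dam had a mean of -0.22 and an SD of 0.98, with 1 probe at -4.23.

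Dixon's ratio was computed over the 5 offspring for 34 measures, and in none of them did it pass the limit of 0.71. The ratio looks for a single value apart from the rest, so a split of the offspring into groups cannot be flagged. The result does not show the offspring to be alike. At the gain on chromosome 4, offspring 5 lay at 0.54 and the other offspring at 0.81 to 0.94.

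The first pattern is a set of autosomal probes that part dam and sire, and 3 sets of probes were tried in turn, each later one chosen after the earlier result was seen. Over all 164 bright probes with a direct difference outside the chromosome 4 and 14 loci, the lowest one-sided share of any offspring was 62.2% and 68.2% of the offspring values lay on the side of the animal's own X median, but at 42.7% of them the sire lay 0.3 or more from the reference with all 5 offspring nearer than that, so noise on the sire's arrays may enter and this set decides nothing. Over the 66 with the sire within 0.3 of the reference the values were 75.8% and 84.2%, which decide neither. The third set, not drawn from the 66, held 55 bright probes outside these loci that were lower in the dam by the rule and not in the sire. Its values were 92.7% and 95.3%. They argue against separate autosomal losses for these 55 as a set and go with probes that also read the Y. A few of the 55 hardly part the parents, such as chromosome 15 at 8351071, with -0.65 in the dam and -0.52 in the sire. The argument holds for the third set only, from which probes higher in the dam were left out by its choice. In the dam, 35 of its 55 probes were below -1, with a lowest value of -4.23.

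The second pattern is the gain on chromosome 4, higher in 4 of 5 offspring than in both parents. Compressed ratios on the parents' arrays would have to reach 0.63 of the offspring level, and at the chromosome 12 segment the parents were at 1.08 times the offspring, which argues against that account. Scan day went with the levels, but with all ratios scaled by day the X medians of dam and offspring 5 would be near 0.61 of those of offspring 3 and 4 and were 0.96 or more, and sire, dam and offspring 5 were at 0.98 or more of offspring 1 and 2 on chromosome 12, which argues against such scaling. An effect of the day on this locus alone cannot be told apart from a difference between mice. With 1 extra copy in each parent and 2 in offspring that received both, offspring 3 and 4 would reach their own X level. The larger difference was 0.022. Offspring 1 and 2 have no such scale, and their means lay 0.12 and 0.13 below offspring 3. The medians over probes were 0.88 and 0.87 in offspring 1 and 2 and 0.96 in offspring 3. How often 4 of 5 offspring would receive both copies was not tested. This account stays open, and a change in the offspring was not tested.

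The third pattern is the number of single-probe candidates seen in the offspring only. Of these, 4.8% were well above background on all arrays of the other 6 mice, so that the offspring's own signal did not enter, against 92.0% of all autosomal probes, which is consistent with spots close to the background as the source of most. Such probes gave candidates at 0.00433 times the rate of the other probes (0.00615 for losses and 0.00123 for gains), which argues against copy-number changes of single probes as the account of the set. Of the 17 candidates well above background on all 14 arrays, 15 had the dam at 0.3 or more with the same sign, and the other 2 were offspring 1 on chromosome 7 at 99333859 (-0.86) and offspring 5 on chromosome 9 at 100006709 (0.85), neither of which passed the direct rule. From these arrays alone, changes at these 2 probes remain open. Going by the letter U in the sample labels, the paper's lists of de novo changes that passed its qPCR name no mouse of this family.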
